A study of Mus musculus with 20 samples.

How the data were processed

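RNA sequencing of kidney cortex was available for 20 mice in 4 groups, and each mouse was 1 library. The groups were control (n = 8), ischemia-reperfusion injury (IRI, n = 4), rhabdomyolysis (n = 4) and cisplatin (n = 4). Per the labels' protocols, the animals were C57BL/6 mice aged 8 weeks, and kidneys were taken 24 h after IRI, 24 h after rhabdomyolysis and 72 h after cisplatin. RNA was prepared from cortical tissue, polyadenylated RNA was captured with beads, and stranded libraries were sequenced as 150-bp pairs with a plan of 20 M (mega) reads, or 10 M pairs, per library. The aligner, the counting tool, the genome build, the annotation and the normalization were not stated, so no genomic coordinates are given.

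The authors deposited 1 table of normalized values with 6025 genes and 20 columns, and each column was matched to a mouse by the library identifier in its title. By their behaviour the values are CPM, read counts scaled to an effective library size that the authors did not define. Over the genes in the deposited table, the CPM columns sum to between 42.1% and 70.6% of that effective size. Within a library, 100% of the values were whole multiples of 1 step, with a largest distance from a whole number of 5.07e-05. Whole reads could therefore be recovered as value divided by step. This gave 3.48 to 5.40 M reads per library in the table and effective library sizes of 6.07 to 10.6 M. In the column of cisplatin mouse 2 the step lies near 0.1 CPM, where rounding and whole reads are harder to separate, and its values were whole multiples of the step and not of 0.1. Of the symbols, 5769 matched current names in the reference annotation and 5985 matched current or older names. A further 13 symbols look like calendar dates, as spreadsheet programs write some gene symbols.

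The table is a selection of genes. Every gene exceeded 1 CPM in at least 4 libraries. Its mean differed from the mean of the 8 controls by at least 1.5-fold in at least 1 injury for 6025 of 6025 genes, with a smallest value of 1.53-fold. Per injury, 4116 genes passed that limit in IRI, 5632 in rhabdomyolysis and 5197 in cisplatin. Unchanged genes were not analysed here. Counts and shares of changed genes therefore describe a set already enriched for change, adjusted p-values are computed within that set, and gene list tests have no unchanged background.

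Groups were taken from the sample labels. The series describes the controls as mock and vehicle animals, while the label of each control library reads mock, so the kinds of control could not be separated. Library identifiers fall into 2 ranges. Controls 1 to 4 and the IRI mice share one range, and controls 5 to 8, the rhabdomyolysis mice and the cisplatin mice share the other. Each injury was compared with the 4 controls of its own range. IRI is confounded with the range for any direct comparison of injured libraries, so IRI was compared with the other injuries through the difference between effects.

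Values were analysed as log2(CPM + 1) with limma 3.58.1 in R 4.3.3. One model with 5 cells (the controls of each range and the 3 injuries) was fitted to all 20 libraries, with empirical Bayes moderation and a mean-variance trend. Genes with a mean of at least 1 CPM were tested, which kept 5672 and left out 353. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, and the threshold was 0.05. Fold changes on the log2(CPM + 1) scale understate the change of genes with few reads. A fold against controls that all had 3 reads or fewer was computed against the value of 3 reads and is given as a lower bound. For Vgf and Sox9, which the series title names, a two-sided exact permutation test of 4 against 4 libraries was added, whose smallest possible p is 0.0286 over 70 arrangements. Read counts behind low values carry counting error only in these floors, because reads were not tagged by molecule.

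A set of 4 gene lists was written from general knowledge of kidney injury (tubular injury, proximal tubule, p53 targets, heme and oxidative stress). The lists were tested with camera at a preset correlation of 0.01, and again with fry and with camera at an estimated correlation. Genes named in the text follow a rule. They are Vgf and Sox9, the list members, the 3 largest rises and falls per injury whose 4 values lay outside all 8 control values, the 5 largest shared rises and falls under the same criterion, and the 2 largest differences each way between injuries without overlap. Of the genes this rule selects, 2 are not reported here. The groups, tests, lists, naming rule and alternatives were fixed before the data were examined. A further 4 marker lists (loop of Henle and distal nephron, endothelium and podocyte, resident macrophage, recruited myeloid) were written later, after values of some of their members had been seen.

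The alternatives were a pseudocount of 0.1, no minimum mean, a minimum mean of 5 CPM, 75th percentile scaling, quantile normalization, no trend, all 8 controls as 1 group, a replicate block, fits on the libraries of the comparison alone, a 2-fold minimum, leaving out each library in turn, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads. The correlation that shared controls give between unchanged injuries was estimated from 100 simulated sets of the 20 libraries, controls included, drawn as independent normal values with each gene's residual SD. The procedure was tested on simulated data in which 200 of 5326 genes tested were changed 2-fold up or down in 4 libraries. It recovered 166 of them (83.0%), made 9 false calls, and made no call in the unchanged contrasts. Far fewer genes were changed there than are called in these data, in equal numbers up and down and with known library sizes. The simulation therefore does not give the error rate, or the effect of scaling, where most genes change. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.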

Results

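To compare the renal transcriptional response to 3 forms of acute kidney injury, RNA was sequenced from the kidney cortex of control mice (n = 8) and of mice 24 h after ischemia-reperfusion injury (IRI, n = 4), 24 h after rhabdomyolysis (n = 4) and 72 h after cisplatin (n = 4). IRI interrupts and then restores renal blood flow. Rhabdomyolysis releases the contents of damaged muscle, including myoglobin, into the circulation. Cisplatin is a DNA-damaging drug that is toxic to the tubule. The series title concerns the transcription factor SOX9 and the transcription of VGF in renal tubular cells. The deposited table held CPM values of 6025 genes, all of which differed at least 1.5-fold from the control mean in at least 1 injury, so the counts below describe a set selected for change. Reads in the table (in M, mega) ranged from 3.58 to 5.40 M per control library, 3.48 to 4.22 M in IRI, 3.99 to 4.73 M in rhabdomyolysis and 3.89 to 4.89 M in cisplatin. The table held 62.3% ± 5.82 of each library's effective size in the controls (SD, n = 8), 47.1% ± 0.925 in IRI (SD, n = 4), 43.8% ± 1.45 in rhabdomyolysis (SD, n = 4) and 45.5% ± 1.32 in cisplatin (SD, n = 4).

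The first principal component of log2(CPM + 1) over the 5672 genes tested held 74.8% of the variance. It separated the 8 controls from the 12 injured libraries. Every gene had been selected for a difference from control, which favours such a component, so its share says little about the whole transcriptome. The second component (9.98%) separated rhabdomyolysis from cisplatin, and the third (6.52%) set IRI apart.

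**Figure D1:**
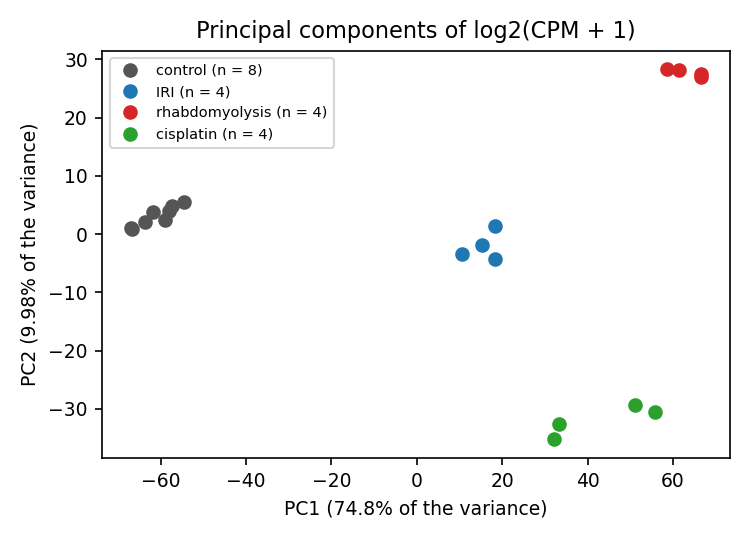
First and second principal components of log2(CPM + 1), one point per library, coloured by group. The 8 controls lie at negative values of the first component (74.8% of the variance) and all injured libraries at positive values. Rhabdomyolysis and cisplatin lie at opposite ends of the second (9.98%). The genes were selected for a difference from control, which favours the first component.

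Each injury was compared with the 4 controls of its own range of library identifiers. In IRI, 4578 of the 5672 genes passed a limma adjusted p of 0.05, with 2304 higher and 2274 lower. In rhabdomyolysis, 5404 genes passed, with 2768 higher and 2636 lower. In cisplatin, 5208 genes passed, with 2713 higher and 2495 lower. A 2-fold minimum moved these counts most, to 1717 genes in IRI, 3672 in rhabdomyolysis and 2595 in cisplatin. On the recovered reads, edgeR called 4671, 5600 and 5381 of 5914 genes. Between the controls of the 2 identifier ranges no gene passed the threshold, and 454 genes had an unadjusted p under 0.05.

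Vgf was almost undetected in the controls. A single read was found in 1 of the 8 libraries, a mean of 0.0176 CPM ± 0.0498 (SD, n = 8). It reached 9.64 CPM ± 4.17 in IRI (SD, n = 4), with 37 to 112 reads per library. In rhabdomyolysis it reached 32.7 CPM ± 12.1 (SD, n = 4), with 168 to 462 reads. In cisplatin it was 10.4 CPM ± 6.82 (SD, n = 4), with 35 to 156 reads. No cisplatin mouse lay near that mean: mice 1 and 4 had 4.09 and 4.84 CPM, and mice 2 and 3 had 15.7 and 16.8. Measured against the value of 3 reads in the matched controls, Vgf was at least 23.5-fold higher in IRI, at least 73.1-fold higher in rhabdomyolysis and at least 23.1-fold higher in cisplatin. The fitted log2 fold changes were 3.27 in IRI, 5.00 in rhabdomyolysis and 3.28 in cisplatin, each with an SE of 0.35. Their limma adjusted p-values were 3.53e-08, 1.21e-11 and 1.93e-08. On the log2 scale the fitted values fall below these bounds, because adding 1 CPM understates the change of a gene nearly absent from the controls. All 4 libraries of each injury lay above all controls (two-sided exact permutation p = 0.0286 for each injury, the smallest that 4 against 4 libraries can give). Leaving out single libraries moved the cisplatin value most, from 2.99 without cisplatin mouse 3 to 3.59 without cisplatin mouse 1.

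Sox9 was low in the controls at 0.730 CPM ± 0.292 (SD, n = 8), with 3 to 9 reads per library. Its mean was 18.7 CPM ± 6.10 in IRI, 46.9 CPM ± 7.89 in rhabdomyolysis and 24.7 CPM ± 5.31 in cisplatin (SD, n = 4 each). These means were 28.7-fold, 58.2-fold and 30.7-fold those of the matched controls. The log2 fold changes were 3.54 in IRI, 4.74 in rhabdomyolysis and 3.83 in cisplatin (SE 0.21 each; limma adjusted p-values 3.29e-12, 7.27e-15 and 2.75e-13), and the exact permutation p was 0.0286 in each injury.

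**Figure D2:**
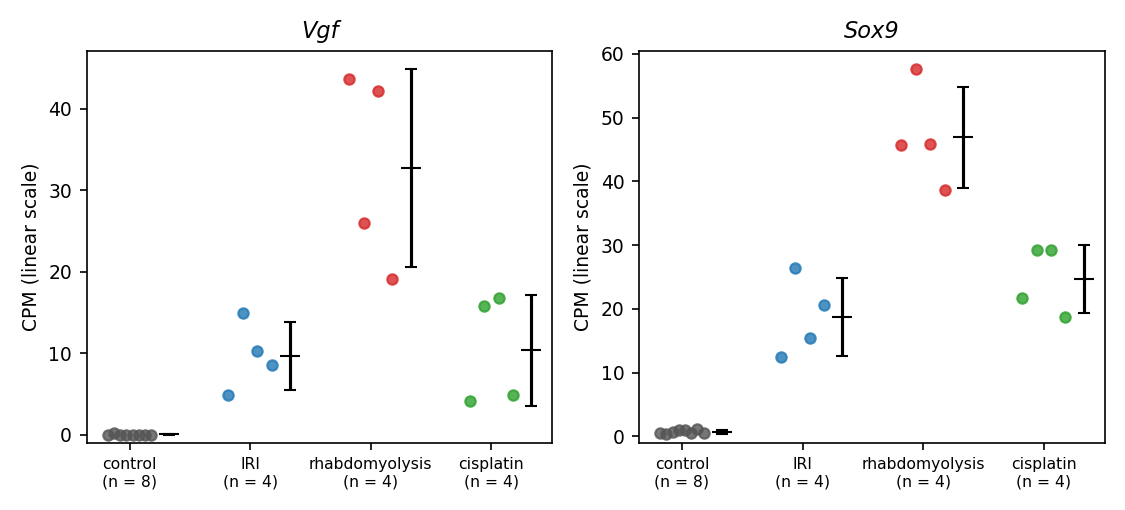
CPM of Vgf and Sox9 in each library on a linear axis, by group, with the group mean and SD beside the points. Vgf lies at or near 0 in the 8 controls and averages 9.64, 32.7 and 10.4 CPM in IRI, rhabdomyolysis and cisplatin, and Sox9 averages 0.730, 18.7, 46.9 and 24.7 CPM in the same order of groups.

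Both genes were highest in rhabdomyolysis. The rhabdomyolysis and cisplatin libraries differed by a log2 value of 1.72 for Vgf (SE 0.35, limma adjusted p 2.83e-04) and 0.91 for Sox9 (SE 0.21, limma adjusted p 8.37e-04). The IRI effect was below the rhabdomyolysis effect by a log2 value of −1.72 for Vgf (SE 0.49, limma adjusted p 0.00625) and −1.20 for Sox9 (SE 0.29, limma adjusted p 0.00182). The IRI and cisplatin effects were not separated for Vgf (limma adjusted p 0.998) or for Sox9 (log2 difference −0.29, SE 0.29, limma adjusted p 0.475), and the sign of the Vgf difference changed with the scaling.

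The same 3 genes led the rises in every injury. Havcr1 rose from 3.08 CPM ± 1.30 in the controls (SD, n = 8) to 3467 ± 586 in IRI, 1835 ± 554 in rhabdomyolysis and 1610 ± 98.6 in cisplatin (SD, n = 4 each). Lcn2 rose from 0.924 CPM ± 0.349 to 598 ± 182, 1433 ± 630 and 818 ± 375 in the same order. Krt20 rose from 0.218 CPM ± 0.260 to 191 ± 70.3, 354 ± 105 and 807 ± 188. The largest falls in IRI were those of Egf, from 1165 CPM ± 311 to 23.6 ± 7.02, Mep1b and Inmt. The largest falls in rhabdomyolysis were those of Gm11128, Egf and Hsd3b2. In cisplatin the largest falls were those of the globin genes Hbb-bs, Hbb-b1 and Hba-a2, whose reads can be shared with near-identical copies.

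Overlap between injuries was high within this set of genes. In the same direction in all 3 injuries, 4095 genes passed the threshold, 2004 higher and 2091 lower. The share higher was 48.9% and turned with scaling, to 55.7% with 75th percentile scaling and 44.3% after quantile normalization. If calls fell independently in the 3 injuries, the numbers called in each direction would give 1003 shared genes, a value that leaves out the selection of the table and the shared controls. The 100 simulated sets of unchanged groups gave 0 shared genes, which follows from their having almost no calls. Of the genes that passed in both members of a pair, the direction was shared by 99.4% for IRI and rhabdomyolysis, 99.7% for IRI and cisplatin and 99.4% for rhabdomyolysis and cisplatin. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson r = 0.853 (Spearman 0.848) for IRI and rhabdomyolysis, 0.842 (0.845) for IRI and cisplatin and 0.870 (0.867) for rhabdomyolysis and cisplatin. The first and second of these pairs have separate controls, and unchanged groups gave a mean r of 0.00428 and 0.00108. Rhabdomyolysis and cisplatin share 4 controls, and unchanged groups gave a mean r of 0.502 there. Quantile normalization moved the correlations most, to 0.827, 0.820 and 0.851. Besides Havcr1, Lcn2 and Krt20, the largest shared rises were those of Gsta1 and Gm3776, which are similar in sequence and are uncertain as separate genes. The largest shared falls reported are those of Egf, Inmt, Slc7a13 and Pvalb. The 1373 shared rises with no overlap between injured and control libraries were ranked by the smallest of the 3 fitted fold changes. Sox9 was number 18 and Vgf number 28, on a scale that understates the change of genes with few reads.

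**Figure D3:**
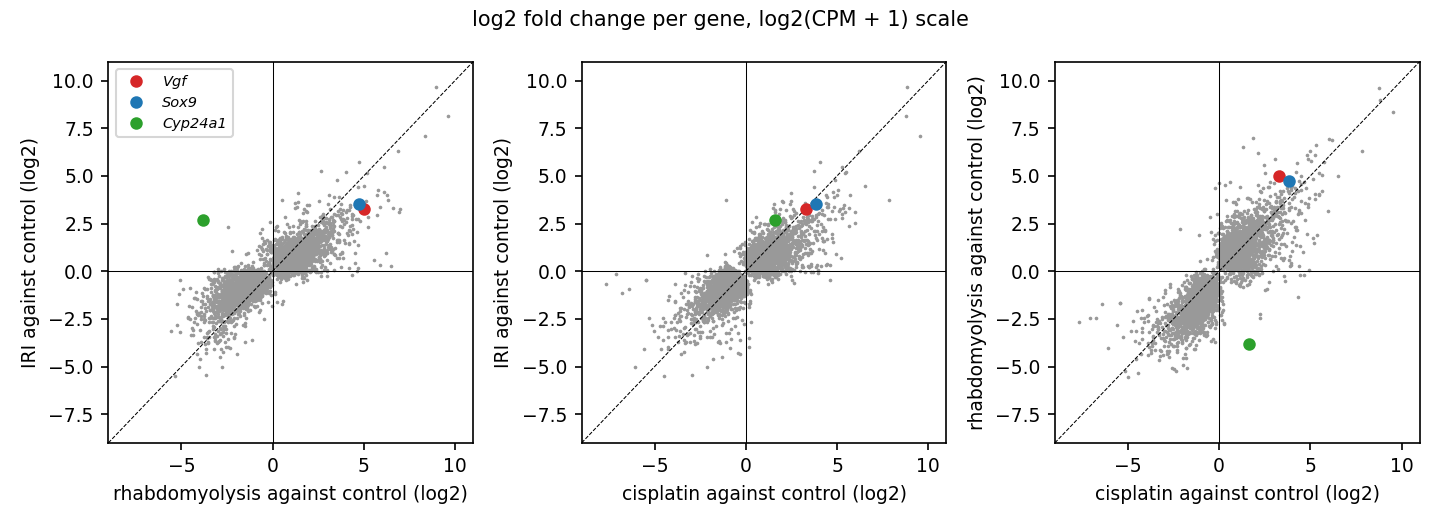
Log2 fold change of each of the 5672 genes against the matched controls, one injury against another in each panel, with equality as a dashed line and Vgf, Sox9 and Cyp24a1 marked. Most genes lie in the quadrants of shared direction (r = 0.853, 0.842 and 0.870 from left to right), while Cyp24a1 rises in IRI and cisplatin and falls in rhabdomyolysis.

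Direct tests separated the injuries as well. Rhabdomyolysis and cisplatin differed in 3068 genes by limma, with 1215 higher and 1853 lower in rhabdomyolysis. This balance depended on scaling: 39.6% of the calls were higher in rhabdomyolysis with the deposited scaling and 51.8% after quantile normalization. The IRI and rhabdomyolysis effects differed in 2949 genes (1620 higher and 1329 lower in IRI), and the IRI and cisplatin effects in 1716 (763 higher and 953 lower in IRI). When the injury was redrawn among the 8 injured libraries of a pair and the range among the 8 controls, 3 of 100 draws, the real one included, gave as many genes for IRI against rhabdomyolysis, and 2 of 100 for IRI against cisplatin. The largest non-overlapping differences of rhabdomyolysis over cisplatin were those of Hspa1a, at 1181 CPM ± 634 against 29.5 ± 2.99, and Slc7a11, at 147 CPM ± 61.2 against 3.04 ± 0.990. Hspa1a is nearly identical to Hspa1b, so the reads of this pair can be exchanged. Ces2e and Cyp24a1 led in the other direction. Cyp24a1 had 97.9 CPM ± 60.7 in the controls (SD, n = 8) and 476 ± 166 in IRI, 7.65 ± 6.44 in rhabdomyolysis and 320 ± 37.1 in cisplatin (SD, n = 4 each). The other reported genes selected for a difference in effect were Mmp10, higher in rhabdomyolysis than in IRI, 1700007K13Rik and Zfp365, higher in cisplatin than in IRI, and Hbb-bs and Hbb-b1, lower in cisplatin than in IRI.

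A set of 4 gene lists asked whether known responses moved in each injury. The tubular injury list (20 genes tested) had a median log2 fold change of 3.31 in IRI, 4.04 in rhabdomyolysis and 4.01 in cisplatin, and all 20 genes were called higher in each injury. The proximal tubule list (19 of 20 genes tested) had medians of −1.86, −2.81 and −3.01. Over all genes tested 17, 19 and 19 were called lower, and 19 in each injury adjusted over the list alone. The p53 target list (18 genes) had medians of 0.75, 0.97 and 2.44, with 12, 14 and 18 genes called higher, and the same counts adjusted over the list alone. The heme and oxidative stress list (15 of 20 genes tested) had medians of 1.83, 3.22 and 1.86. Of these genes 13, 15 and 14 were called higher, with the same counts adjusted over the list alone. List genes not tested were absent from the deposited values or below the minimum mean. Those tested had been selected for change, which favours high shares of calls. With genes at 3 reads or fewer in all matched controls set at their lower bound, the tubular injury median in rhabdomyolysis was 4.39 and the heme list median in cisplatin was 1.94. All 12 list tests passed with camera at its preset correlation (limma adjusted p from 7.51e-12 to 0.00122) and under fry. With an estimated correlation 6 held: tubular injury in each injury, p53 targets in cisplatin, and heme and oxidative stress in IRI and in rhabdomyolysis. For those same 6, no other split of the 8 libraries gave a camera p as small, while for the remaining 6 between 2 and 8 of 35 splits did, the real one included, none of them a split with equal numbers of injured and control libraries on each side.

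**Figure D4:**
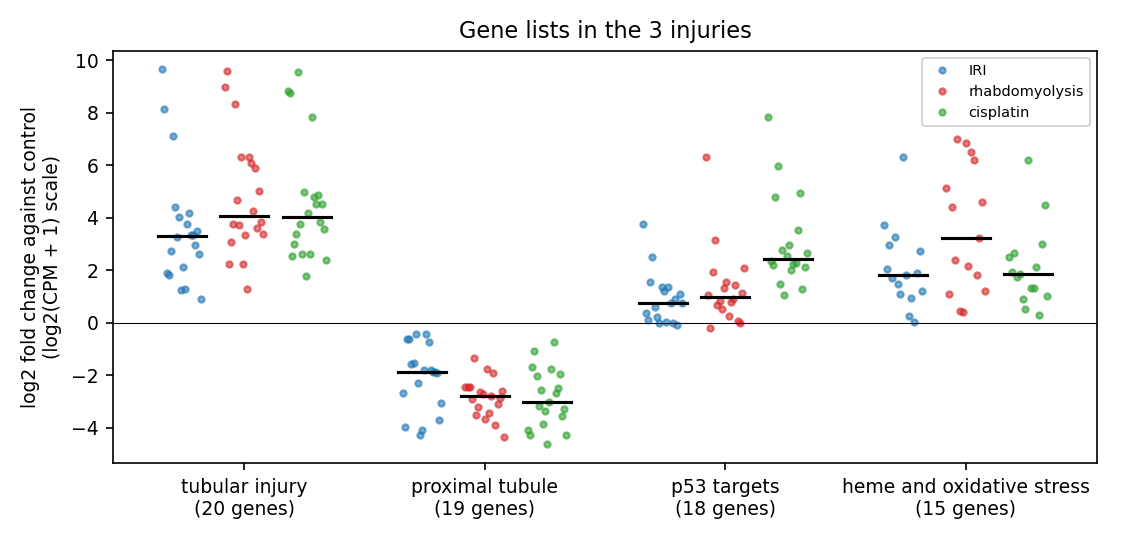
Log2 fold change of each tested member of the 4 gene lists against the matched controls, by injury, with the list median as a bar. The p53 target median is 0.75 in IRI, 0.97 in rhabdomyolysis and 2.44 in cisplatin, and the tubular injury medians lie between 3.31 and 4.04.

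The lists were also compared between injuries. The p53 targets were lower in rhabdomyolysis than in cisplatin by a median log2 difference of −1.44 (camera adjusted p 6.61e-11), and their IRI effect was below the cisplatin effect by −1.94 (4.27e-19). The heme and oxidative stress list was higher in rhabdomyolysis than in cisplatin by 0.67 (camera adjusted p 3.91e-05). This list also holds the heat shock genes Hspa1a, Hspa1b and Dnajb1, and the reads of Hspa1a and Hspa1b can be exchanged. Its members did not all go this way: Fth1, Nqo1 and Slc48a1 rose less in rhabdomyolysis than in cisplatin. Of the 12 list differences, 9 had a camera adjusted p under 0.05, and all 9 of these passed under fry. With an estimated correlation only the 2 p53 differences held (camera adjusted p 0.00725 and 8.84e-04), while the heme and oxidative stress difference between rhabdomyolysis and cisplatin had 0.0813 and was not separated.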

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

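Quantile normalization and camera with an estimated correlation were settings fixed before the data were examined. The other tests in this part were chosen after the results they bear on had been seen. All tests in this part were run on genes preselected for a difference from control.

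Of 99 groups of libraries examined for single distant values, 8 exceeded the 95% critical value, where chance gives 4.95 (one-sided exact binomial p 0.123). That test takes the groups as independent, but they reuse the same 20 libraries. It therefore does not decide whether the number exceeds chance. The gap to the nearest library, as a share of the group's range, was 1 for Vgf in control 2, which is 1 read against none in the other controls. It was 0.901 for Mep1b in rhabdomyolysis 4, 1 for Hbb-bs in cisplatin 4, 0.833 for Hba-a2 in rhabdomyolysis 4 and 1 for Hba-a2 in cisplatin 2. Where the share was 1, every other library of the group had 0 CPM, which fixes the share at 1. The remaining shares were 0.605 for Slc7a13 in control 4, 0.839 for Hspa1a in rhabdomyolysis 1 and 0.900 for Zfp365 in IRI 2. After quantile normalization 6 of these values still exceeded the critical value, which does not decide whether scaling of single libraries plays a part. Reads of Hba-a2, Hbb-bs and Hspa1a can be shared with near-identical genes, and no biological explanation was tested for single mice.

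The injuries differed in their effects. Rhabdomyolysis and cisplatin differed in 3068 genes, and 1 of the 35 splits of those 8 libraries, the real one, gave as many. The next largest split gave 284. The differences between the IRI and rhabdomyolysis effects (2949 genes) and between the IRI and cisplatin effects (1716 genes) were redrawn in 3 ways. Labels redrawn freely within each identifier range gave as many genes in 5 and 3 of 100 draws, the real one included. Drawing so that the group with more injured libraries was always called injured gave 2 and 3. Both ways mix injured with control libraries, so a draw can carry the whole effect of an injury (up to 5285 and 4762 genes in the first way), and neither can judge whether 2 injuries have equal effects. The last way, chosen after the others had been seen, kept injured libraries injured and controls as controls, and redrew the injury and the range. It gave as many genes in 3 and 2 of 100 draws, the real one included, and all of these had the real split of the injured libraries. A chance split is excluded at 1 in 20 for both counts by this way, which takes the 2 ranges as alike.

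Scaling, depth and the identifier range were set against these counts. After quantile normalization the counts were 3271, 3157 and 1954 genes for rhabdomyolysis against cisplatin, IRI against rhabdomyolysis and IRI against cisplatin. Thinning all libraries to the smallest effective size gave 2966, 2813 and 1626, so neither scaling nor depth accounts for the numbers as a whole. The controls of the 2 identifier ranges differed in 0 genes (454 at an unadjusted p under 0.05). With a real count of 0, all 35 splits of the controls must give as many, so that count decides nothing. At the unadjusted p, 8 of the 35 splits, the real one included, gave 454 genes or more, against a median of 179.5 over the other splits. The real split lies above most others, but not far enough to exclude a chance split at 1 in 20. A shift of a whole range cancels in the differences between effects by construction. A difference that acts on injured tissue alone cannot be told apart from the injury, because IRI lies in one range and the other injuries in the other. Selection of the genes cannot be judged: 0 genes in the table lie under 1.5-fold in every injury, so there is no unchanged set to compare with. The time point (24 h or 72 h) differs between cisplatin and the other injuries and stays open too.

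For the counts against control, 1 of 35 splits gave as many genes in IRI, in rhabdomyolysis and in cisplatin, and 1 of 100 draws gave as many shared genes. Because the genes were selected for a difference between these very groups, the real split is favoured, and these counts say little beyond that.

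Vgf and Sox9 were higher in rhabdomyolysis than in cisplatin by log2 values of 1.72 and 0.91, and the IRI effects were below the rhabdomyolysis effects by −1.72 and −1.20. All 4 differences passed the threshold after quantile normalization and all 4 after thinning, which argues against scaling and depth as the whole cause. A difference in severity between the models may account for them and was not tested. Sampling time differs only for cisplatin, so it stays open for the differences between rhabdomyolysis and cisplatin alone.

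Of 12 list differences between injuries, 9 had a camera adjusted p under 0.05. All 9 kept direction and threshold after quantile normalization, and all 9 after thinning, but with an estimated correlation only 2 passed, those of p53 targets between rhabdomyolysis and cisplatin (0.00725) and between the IRI and cisplatin effects (8.84e-04). Splits of the libraries were counted as well. The differences between rhabdomyolysis and cisplatin, −1.44 for p53 targets and 0.67 for heme and oxidative stress, were each matched by 1 of 35 splits, the real one. Between the IRI and rhabdomyolysis effects, the differences were −1.20 for tubular injury, 0.98 for proximal tubule, −0.27 for p53 targets and −1.33 for heme and oxidative stress. Draws that kept injured and control status had a p as small in 2, 29, 51 and 3 of 100. Between the IRI and cisplatin effects, the differences were −0.94 for tubular injury, 0.86 for proximal tubule and −1.94 for p53 targets, with 5, 28 and 4 of 100 draws. The free draws within ranges, which cannot judge equal effects, had given 26, 72, 61 and 44 for the first of these comparisons and 31, 23 and 1 for the second. At 1 in 20, a chance split is not excluded for proximal tubule in either comparison or for p53 targets between IRI and rhabdomyolysis, where 9, 12 and 13 of the matching draws had both injuries in equal numbers on each side. For tubular injury between IRI and cisplatin 0 of the matching draws were of that kind, so the others carried part of the difference and the count of 5 decides nothing. That p53 targets respond more to cisplatin, a DNA-damaging drug, is consistent with 1 of 35 splits and 4 of 100 draws, as a hypothesis found and tested on the same libraries, with the time point and the selection of the genes left open.

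The list tests against control were examined in the same way. Counting the splits in which all 4 lists passed gave 17 of 35 in every injury, a measure that cannot separate the real split because it is at its maximum, and none of the 17 had equal numbers of injured and control libraries on each side. The splits were therefore counted per list, a choice made after seeing the first count. For tubular injury 1 of 35 splits had a camera p as small in IRI, rhabdomyolysis and cisplatin alike. For proximal tubule the counts were 2, 3 and 2, for p53 targets 5, 8 and 1, and for heme and oxidative stress 1, 1 and 4. In every injury and list, 0 of the 18 splits with equal numbers on each side had a p as small. The matching splits other than the real one thus had 3 libraries of one kind and 1 of the other on each side and kept part of the injury effect. Counts of 2 or more therefore leave a chance split open and do not speak for one, and the proximal tubule tests, the p53 tests in IRI and rhabdomyolysis and the heme test in cisplatin are undecided by the splits.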

How the results depend on the processing

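Under the scaling, filter, pseudocount, trend, control-pooling and read-based alternatives, the counts of genes against control stayed within 1.5 times their value, except with a 2-fold minimum. That minimum left 1717 genes in IRI, 2595 in cisplatin and 1196 shared, and 913, 1283 and 805 genes for rhabdomyolysis against cisplatin, IRI against rhabdomyolysis and IRI against cisplatin, because it removes small changes by construction. Pooling all 8 controls raised IRI against cisplatin to 2636 genes, and the cause was not tested. Between the control ranges, 0 genes became 2 with a pseudocount of 0.1, 2 with DESeq2, and from 0 to 5 across the 8 fits that each left out 1 library (5 without control 4); the cause was not tested.

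On the recovered reads, edgeR called 4671, 5600 and 5381 genes against control, 4145 shared, and 3198, 2807 and 1574 between injuries. DESeq2 called 4611, 5578 and 5296 against control, 4048 shared, and 3129, 2785 and 1570 between injuries. Of the limma calls, edgeR also called 4514 in IRI, 5384 in rhabdomyolysis and 5178 in cisplatin.

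The balance of higher and lower calls moved with scaling. For rhabdomyolysis against cisplatin 39.6% of calls were higher, and this became 47.2% with 75th percentile scaling, 51.8% after quantile normalization and 50.4% with DESeq2. For IRI against cisplatin 44.5% became 55.3% after quantile normalization. Smaller moves also turned the majority. With 75th percentile scaling and quantile normalization, the share higher was 55.7% and 44.3% for the shared genes (48.9% as deposited), 55.2% and 47.7% in IRI (50.3%), 52.7% and 49.6% in rhabdomyolysis (51.2%) and 53.4% and 47.9% in cisplatin (52.1%). For IRI against rhabdomyolysis 54.9% became 48.9% with DESeq2. Which direction held more calls is thus not fixed for any of these comparisons. The median shift of all genes exceeded 0.1 with 75th percentile scaling in IRI (0.13) and rhabdomyolysis (0.18) and after quantile normalization in cisplatin (−0.18).

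Vgf and Sox9 kept their rise in each injury and their differences between rhabdomyolysis and the other injuries under every alternative run for single genes. The 2-fold minimum, edgeR and DESeq2 were run for counts of genes alone. The Vgf difference between the IRI and cisplatin effects, near 0, reversed to 0.035 with 75th percentile scaling, 0.12 after quantile normalization and 0.045 with pooled controls, and ranged from −0.31 to 0.29 across fits without 1 library.

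With an estimated correlation, 6 list tests no longer passed: proximal tubule in IRI (median −1.86, adjusted p 0.1004), rhabdomyolysis (−2.81, 0.110) and cisplatin (−3.01, 0.0934), p53 targets in IRI (0.75, 0.0934) and rhabdomyolysis (0.97, 0.0934), and heme and oxidative stress in cisplatin (1.86, 0.0575). This follows from the larger variance that correlated genes give a list.

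Some list members reversed; the cause was not tested. With 75th percentile scaling these were Sesn2 (0.13), Plk2 (0.11) and Ercc5 (0.038) in IRI and Ercc5 (0.18) in rhabdomyolysis. After quantile normalization they were Lrp2 (0.043), Slc22a6 (0.32), Slc13a3 (0.20), Slc4a4 (0.015) and Polk (−0.14) in IRI, and Psrc1 (−0.28) and Ccng1 (0.41) in rhabdomyolysis. Ccng1 went from −0.20 (limma adjusted p 0.0849) to a rise past the threshold (0.00431; over its 17 alternatives from 0.00431 to 0.916), while the other 43 reversed values had an adjusted p of at least 0.130. With pooled controls they were Polk (−0.054) and Plk2 (0.027) in IRI and Ercc5 (0.0461) in rhabdomyolysis. Across fits without 1 library, the IRI values ranged from −0.15 to 0.15 for Plk2, −0.12 to 0.13 for Polk, −0.063 to 0.054 for Sesn2 and −0.11 to 0.10 for Dnajb1. The rhabdomyolysis values ranged from −0.11 to 0.049 for Ercc5 and −0.039 to 0.16 for Psrc1. Among the named single genes other than Vgf and Sox9, and with reversed values included, 15 fits were newly past the threshold and 5 no longer were, among them Lrp2 and Slc4a4 in IRI after quantile normalization.

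The replicate numbers do not pair the mice: deviations of same-numbered libraries correlated between −0.286 and 0.335, and 6 of 24 pairs exceeded 0.1. In the block fit controls 5 to 8 have no partner in number and add nothing, so every injury is set against controls 1 to 4, which for rhabdomyolysis and cisplatin are those of the other identifier range. With the replicate block, counts against control were 4525, 5375 and 5196, of which 4495, 5270 and 5022 were calls without the block. Counts for IRI against rhabdomyolysis and IRI against cisplatin rose to 3799 (2856 of them calls without the block) and 2493 (1594). The block reversed the Vgf difference between the IRI and cisplatin effects (0.045) and Ercc5 in rhabdomyolysis (0.093). It also brought Polk in rhabdomyolysis past the threshold (0.38, limma adjusted p 0.0449; over its 17 alternatives from 0.0282 to 0.484), and among the other named genes and the list tests against control it changed no call.

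Depth limits low genes: 3 reads correspond to 0.284 to 0.494 CPM. The Vgf folds measured against the value of 3 reads are lower bounds for that reason. Its fitted log2 fold changes understate the rise further, because they include the added 1 CPM.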

Other observations

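The tests in this part were chosen after the patterns had been seen. The marker lists used here were written after values of several members, among them Slc12a1, Calb1, Csf1r, Cd68 and Pecam1, were known, and genes outside the naming rule were chosen for their values.

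Proximal tubule genes fell in each injury. If only the share of proximal tubule cells had dropped, markers of all other cells would rise alike. The 10 tested of 17 genes for the loop of Henle and distal nephron instead had median log2 fold changes of −1.02 in IRI, −1.40 in rhabdomyolysis and −1.81 in cisplatin, with 10, 9 and 10 called lower. The 6 tested of 13 endothelial and podocyte genes had medians of 0.46, 1.20 and 0.67. The direction of each median was the same after quantile normalization and 75th percentile scaling. These opposite movements argue against a loss of proximal tubule cells as the sole cause, while a fall in expression along the tubule, a loss of several tubular cell types and the selection of the genes in the table stay open.

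Markers of myeloid cells moved apart. The recruited myeloid list (10 of 12 genes tested) had medians of 1.89, 2.66 and 2.13 in IRI, rhabdomyolysis and cisplatin. In the resident macrophage list (9 of 12 tested) 5 genes were called lower in IRI, 5 in rhabdomyolysis and 5 in cisplatin, namely Cd74, Csf1r, H2-Aa, H2-Ab1 and H2-Eb1, and 1, 4 and 4 were called higher. Because the members go both ways, and because macrophages can lower these transcripts while rising in number, more macrophages of every kind cannot be told apart from a change in their state.

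Globin genes and Alas2 were nearly absent after cisplatin. Over 6 erythroid genes, chosen for this pattern, the median log2 fold change was −0.67 in IRI, −2.08 in rhabdomyolysis and −6.58 in cisplatin. Hba-a1 had 755 CPM ± 362 in the controls (SD, n = 8) and 6.53 ± 3.58 in cisplatin (SD, n = 4). After quantile normalization the cisplatin median was −6.47, which argues against scaling. Less blood in the tissue and fewer young red cells in the blood may each contribute to the fall. Neither was measured, so the median of −6.58 cannot separate them, and whether either alone could give a fall of this size is unknown.

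Ribosomal transcripts varied among the controls. Rn45s took 5.74% of the table in control 2 and 3.63% in control 3, and from 0.830% to 2.14% in the others. Over the 8 controls Rn45s correlated with Lars2 on the log2 scale (Pearson r = 0.976, exact permutation p 7.94e-04, adjusted 0.00238; Spearman 0.881, exact permutation p 0.00724, adjusted 0.0109), with r = 0.846 without controls 2 and 3. It also correlated with Hba-a1, a globin gene (r = 0.846, exact permutation p 0.00620, adjusted 0.00930; Spearman 0.881), with r = 0.642 without controls 2 and 3. The correlation of Rn45s with the share of the effective library size in the table was r = 0.791 (exact permutation p 0.0206; Spearman 0.643, exact permutation p 0.0962), with r = 0.145 without those libraries. Carry-over of ribosomal RNA is a candidate explanation, and it cannot be told apart from others because the r of 0.976 rests on genes picked for varying together.

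Among the cisplatin mice, deviations from the group mean correlated across genes at 0.127 for mice 1 and 4 and 0.286 for mice 2 and 3, and between −0.730 and −0.506 for the other 4 pairs. Deviations from a mean of 4 libraries are negatively correlated by construction. In 4 of 4 libraries the tubular injury and proximal tubule lists deviated in opposite directions, which argues against scaling between libraries. A difference in severity between mice may underlie this and was not tested further.

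Cyp24a1 was higher than control in IRI and cisplatin and lower in rhabdomyolysis, with log2 fold changes of 2.69, 1.62 and −3.84. It is among 7 genes with opposite changes of at least 2-fold in 2 injuries. The directions were the same after quantile normalization (3.00, 1.93 and −3.76).

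In 55 genes all 8 controls had 3 reads or fewer and all 12 injured libraries had more than 3. By the lowest injured value Vgf ranked 9, with Sprr2g, Sprr2f, Fosl1 and Ptprn, named after their values were seen, ranked 1, 2, 5 and 7.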
